A study of Mus musculus with 17 samples. Its data were reported in "Bezafibrate Reduces Elevated Hepatic Fumarate in Insulin-Deficient Mice" (2022).

How the data were processed

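Total RNA of skeletal muscle from 17 male mice was hybridised by the authors to Affymetrix Mouse Gene 1.0 ST arrays, whose probe sets each sum over many short probes along a transcript. The labels name a miRNeasy kit with DNase treatment for extraction, a kit that also keeps small RNAs. The labels give 65 mg/kg streptozotocin on 5 days and a diet with 0.25% or 0.5% bezafibrate for 8 weeks, starting 2 weeks later, without saying which mouse ate which strength, so STZ,BEZ was analysed as 1 group. The methods text of the study differs from the labels: it gives a lower streptozotocin dose, only the higher bezafibrate strength and untreated controls. The labels number the arrays of a group as separate biological replicates and give mock injections for the controls. Which muscle was taken is not given in the sources used here.

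The deposited values are log2 expression values made by the authors with RMA (background correction, quantile normalization and median polish), for which the submitters' processing notes name Affymetrix Expression Console 1.2. They ran from 2.76 to 14.6, with array medians between 6.22 and 6.32 and 0 missing values. Quantile normalization forces the arrays to nearly one distribution, so a shift of most genes in one direction would not be seen. Detection p-values, scan dates and scanner files were not used here, and no batch could be tested.

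The table held 35556 probe sets, of which 21789 had 1 gene symbol, 1621 had several and 12146 had none in the probe table. Of the probe sets with 1 symbol, 21698 were matched to a mouse reference gene table (GRCm38.p6, used for names, gene types and neighbours only) and 91 were not, and 0 symbols needed updating. The symbols are those of the array's annotation. Where a gene had several probe sets (999 genes) the one with the highest mean over the 17 arrays was kept, which left 19938 genes. Genes under several symbols were not analysed here. Listed symbols absent from the table were matched through synonyms. For 3 of them the synonym led to another gene: Gpi1 to Pigq in the glucose list, Loxl2 to Loxl3 in the matrix list and Serpina1a to Serpina1d in the hepatocyte list. Without these 3 the lists called numbered 17, 14 and 17 as before, in a test chosen after seeing the data.

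Groups came from the labels. The 3 comparisons were STZ,SD with Con,SD, STZ,BEZ with STZ,SD, and STZ,BEZ with Con,SD, all from 1 fit of the 17 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjusted p under 0.1, the false discovery rate of the study's own method). The study's method, significance analysis of microarrays (SAM), was run as an alternative in an implementation of its own with 100 permutations. In total, 35 gene lists of metabolism, signalling, muscle state and other cell types, fixed before the data were examined, were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 35, then with the correlation estimated per list, which left 0 lists called in each comparison, and with limma's fry, which asks whether a list moves on balance in one direction and called 19, 0 and 12 lists. The diabetic score projects each mouse on the difference between Con,SD and STZ,SD over the genes called without that mouse, and it was compared with two-sided exact permutation tests.

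The genes the text names come from a rule fixed before the data were examined: the 10 largest rises and 10 largest falls among the called genes of a comparison, up to 4 members of each list with the smallest adjusted p per comparison, genes the study is about whatever their values, and genes called in both of the first comparisons with opposite signs. It named 170, 153 and 172 genes in the 3 comparisons. The text names 80, 40 and 31 of them, picked after their values were seen, except that the genes the study is about are all given in the first 2 comparisons. Outside the rule, and chosen after their values were seen, are Abca1, Abcg1, Mylip, Acaca, Gas5, Prm1 and Pigq.

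The scripts were tested on simulated data with 200 changed genes among 19938. For STZ,SD with Con,SD limma called 96% of 1.5-fold and 94% of 2-fold changes, and 8.02% of its calls were unchanged genes. For STZ,BEZ with STZ,SD it called 94% of 1.5-fold and 100% of 2-fold changes, with 7.51% unchanged. There SAM had 11.3% unchanged genes among its calls, and camera called 1 list that had not been shifted. The simulated changes were of 1.5- to 4-fold. With 200 changed genes the adjusted threshold is easier to pass than with few, so fewer such changes may be called in the real comparison. In other splits of the real STZ,BEZ and STZ,SD mice camera called a median of 12 lists. The simulation therefore does not show how many false lists camera calls in real data.

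The alternatives fixed before the data were examined were median centring, a second quantile normalization, leaving out the 30% dimmest genes, every probe set as a row, the mean of a gene's probe sets, all probe sets, eBayes with trend and robust, array weights, a fit of only the groups compared, SAM, an adjusted p under 0.05, a change of at least 1.5-fold, the replicate number as a block, and each array left out. Those added after seeing the data were the levels of hepatocyte, slow fibre or adipocyte genes as a covariate, the lists without members that a synonym matched to another gene, and Con,SD arrays 1, 3 and 4 left out together, the 3 control arrays with the lowest median correlation with their own group. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.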

Results

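Gene expression was measured in skeletal muscle of 17 male C57BL/6N mice, with 1 array per mouse. The control group (Con,SD, n = 7) ate a standard diet. The diabetic group (STZ,SD, n = 5) had received streptozotocin, a toxin of the insulin-producing beta cells, and ate the same diet. The treated group (STZ,BEZ, n = 5) had received streptozotocin and then a diet with bezafibrate, a drug that activates the peroxisome proliferator-activated receptors (PPARs). The tested table held 19938 genes. Correlations between arrays of a group ran from 0.952 to 0.991 in Con,SD, from 0.988 to 0.994 in STZ,SD and from 0.987 to 0.993 in STZ,BEZ. Changes are log2 differences ± SE from limma, with Benjamini-Hochberg adjusted p, and the number of arrays limits their precision. Gene lists had been fixed before the data were examined, and their p is camera's unless another is named.

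The comparison of STZ,SD with Con,SD asked what insulin deficiency changed in muscle. Expression of Scd1, the stearoyl-CoA desaturase that makes monounsaturated fatty acids, fell by 2.71 ± 0.31 on the log2 scale (limma, adjusted p = 1.9e-05), which was 6.55-fold lower. Its level went from 12.7 ± 0.331 (SD, n = 7) to 9.95 ± 0.987 (SD, n = 5). The related Scd2 changed by -1.35 ± 0.20 and Fasn, the fatty acid synthase, by -1.67 ± 0.25. Irs1, an insulin receptor substrate, was 1.89-fold higher (0.91 ± 0.13, adjusted p = 0.00012), and the mean of its probe sets rose by 0.45. Fh1, the fumarase of the tricarboxylic acid (TCA) cycle, fell by 0.76 ± 0.09 on the log2 scale (adjusted p = 2.53e-05).

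In all, 5142 of the 19938 genes were called in STZ,SD, 2776 higher and 2366 lower. Of these, 440 differed by at least 1.5-fold, 182 higher and 258 lower. The median size of the called changes was 0.29. Over all probe sets, unnamed ones included, 8673 were called. More genes were lower than higher under median centring (2361 higher, 2595 lower), under SAM (2842 higher, 2907 lower) and without Con,SD array 1 (2691 higher, 2739 lower). The same held in alternatives chosen after seeing the data, the hepatocyte level as a covariate (2729 higher, 2838 lower) and Con,SD arrays 1, 3 and 4 left out (1826 higher, 2281 lower). Which direction prevailed therefore depended on the scaling and on the control arrays. Of the 35 gene lists, 17 were called, 9 higher and 8 lower, and 0 with an estimated correlation.

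Of the 36 measured targets of the SREBP factors in fatty acid and cholesterol synthesis, 15 fell and 5 rose (24 adjusted over the list alone), with a median of -0.32. The list had adjusted p = 0.000357, and adjusted p = 0.439 with an estimated correlation. Insig1, which retains the SREBP complex in the endoplasmic reticulum, fell by 0.59 ± 0.17. In the other direction Scap, the escort of the SREBPs, rose by 0.33 ± 0.07 and Acacb, the acetyl-CoA carboxylase at the mitochondrion, by 0.47 ± 0.09. Srebf1 itself had a value of -0.28 ± 0.12 (adjusted p = 0.118) and passed the threshold under median centring (-0.30) and without STZ,SD array 4 (-0.41) or Con,SD array 4 (-0.32), among others. Srebf2 had a value of 0.14 ± 0.09 (adjusted p = 0.313). Among the 14 adipocyte markers, Lep, which encodes the hormone leptin, fell by 1.51 ± 0.32 and Plin4, a lipid droplet protein, rose by 0.72 ± 0.19. The other 12 did not pass the test (2 called adjusted over the list alone, adjusted p = 0.586 for the list).

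Of 31 measured genes of insulin and IGF signalling, 21 rose and 3 fell (28 adjusted over the list alone), with a median of 0.29. Their adjusted p = 2.51e-07, and adjusted p = 0.12 with an estimated correlation. Tbc1d4, a brake on glucose transporter traffic, rose by 1.36 ± 0.20 and Igf1r, the IGF-1 receptor, by 1.05 ± 0.15. Foxo3, a transcription factor held back by insulin, rose by 0.77 ± 0.11, Irs2 by 0.60 ± 0.10 and the insulin receptor Insr by 0.31 ± 0.09. Of 29 muscle atrophy genes, 18 rose and 2 fell (23 adjusted over the list alone). This list had adjusted p = 1.1e-06, and adjusted p = 0.236 with an estimated correlation. Among its members were the ubiquitin ligase genes Fbxo31 (0.63 ± 0.11) and Ube4b (0.48 ± 0.06). Of 17 glucocorticoid-responsive genes, 12 rose and 0 fell (13 adjusted over the list alone), including Sesn1 (1.45 ± 0.22), the transcription factor gene Klf15 (0.88 ± 0.18) and Zbtb16 (0.56 ± 0.09). Here adjusted p = 0.000298, and adjusted p = 0.462 with an estimated correlation.

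Of 35 proteasome subunits, which form the protease that degrades ubiquitin-tagged proteins, 21 fell and 1 rose (23 adjusted over the list alone), with a median of -0.18. The adjusted p = 9.78e-08, and adjusted p = 0.237 with an estimated correlation. Psmb4 fell by 0.86 ± 0.11, Psmd2 by 0.72 ± 0.08 and Psmd14 by 0.63 ± 0.08. Of 33 autophagy and lysosome genes, 9 rose and 3 fell (12 adjusted over the list alone), with Map1lc3a at 0.53 ± 0.07 and the lysosomal protease gene Ctsd at -0.44 ± 0.06, and the list was not called (adjusted p = 0.159).

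Of 76 subunits of the respiratory chain and ATP synthase, 32 fell and 4 rose (39 adjusted over the list alone), with a median of -0.14. The list's adjusted p = 9.78e-08, and adjusted p = 0.439 with an estimated correlation. Complex I genes went both ways. Ndufb7 fell by 0.75 ± 0.09 and Ndufs4 by 0.62 ± 0.07, and Ndufa7 rose by 0.45 ± 0.06. Of 19 TCA cycle genes, 11 fell and 3 rose (15 adjusted over the list alone), with Idh3a at -0.67 ± 0.09 and Sdha, a succinate dehydrogenase subunit, at -0.38 ± 0.06. For these adjusted p = 0.00015, and adjusted p = 0.42 with an estimated correlation. Of 33 genes in the list of glucose uptake, glycolysis and glycogen, 16 fell and 2 rose (19 adjusted over the list alone). The 33 had adjusted p = 0.000338, and adjusted p = 0.219 with an estimated correlation. One of them, Pigq, is no gene of glucose metabolism and had not passed the test. Without it 16 of 32 fell and 2 rose (adjusted p = 0.000192, and adjusted p = 0.215 with an estimated correlation). Pfkm, the muscle phosphofructokinase, changed by -0.32 ± 0.06 and Pdhb, a subunit of pyruvate dehydrogenase, by -0.82 ± 0.11.

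Of 40 PPAR targets and fatty acid oxidation genes, 14 rose and 5 fell (22 adjusted over the list alone). The adjusted p = 0.0669, and adjusted p = 0.705 with an estimated correlation, and the call was lost without Con,SD array 6, STZ,SD array 3 or the 30% dimmest genes, and with the slow fibre level as a covariate. Pdk4, the kinase that shuts off pyruvate dehydrogenase, rose by 1.01 ± 0.15, the fatty acid transporter gene Slc27a1 by 1.11 ± 0.18, Mlycd by 0.66 ± 0.11 and Angptl4 by 0.53 ± 0.17. Without STZ,SD array 3 the value of Angptl4 was 0.46, and with Con,SD arrays 1, 3 and 4 left out 0.52, both short of the threshold. Plin2, a lipid droplet protein, fell by 0.70 ± 0.12. Of 29 genes of lysophosphatidylcholine metabolism, 7 fell and 1 rose (9 adjusted over the list alone), and the list was not called (adjusted p = 0.211). Lypla1, a lysophospholipase, changed by -0.28 ± 0.07 and Chpt1, a cholinephosphotransferase, by -0.25 ± 0.06. Of 15 urea cycle and fumarate-linked genes, 3 fell and 1 rose (4 adjusted over the list alone). That list had adjusted p = 0.0907, and adjusted p = 0.487 with an estimated correlation, and its call was lost under a second quantile normalization, with only these groups in the fit, with the hepatocyte level as a covariate and without Con,SD array 1 or STZ,SD array 4 or 5.

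Among 24 regulators of the PPAR and PGC-1 group, 6 rose and 3 fell (12 adjusted over the list alone), and the list was not called (adjusted p = 0.211). Ppard rose by 0.28 ± 0.08. Outside this list Adipor1, an adiponectin receptor, rose by 0.17 ± 0.05, a call lost with Con,SD arrays 1, 3 and 4 left out (0.13). These regulators and target genes did not pass the test: Ppara with -0.13 ± 0.19, Pparg with -0.01 ± 0.14, Ppargc1a with 0.05 ± 0.07, Ppargc1b with 0.15 ± 0.08, Tfam with 0.13 ± 0.10, Fgf21 with -0.06 ± 0.07, Lpl with 0.21 ± 0.16 and Ucp3 with -0.14 ± 0.16. Without STZ,SD array 5 the value of Lpl was 0.39 and passed the threshold, as did Ppargc1b with the hepatocyte level as a covariate (0.20).

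Of 37 inflammatory genes of the TNF, IL-1 and NF-kB group, 12 rose and 0 fell (16 adjusted over the list alone). Their adjusted p = 0.00403, and adjusted p = 0.236 with an estimated correlation. Cebpd changed by 1.41 ± 0.33, the endotoxin receptor gene Tlr4 by 0.72 ± 0.12 and the oncostatin M receptor gene Osmr by 0.67 ± 0.12. Of 34 interferon and antigen presentation genes, 8 rose and 2 fell (13 adjusted over the list alone), with Irf7 at 0.38 ± 0.07 and Ifit3 at -0.52 ± 0.11, and the list was not called (adjusted p = 0.154). Of 24 oxidative stress genes, 2 rose and 5 fell (9 adjusted over the list alone, adjusted p = 0.313), with the peroxiredoxin Prdx1 at -0.78 ± 0.12.

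Of 19 denervation and embryonic muscle genes, 7 rose and 1 fell (11 adjusted over the list alone), among them Chrnb1 (0.80 ± 0.15) and Chrna1 (0.53 ± 0.13), subunits of the acetylcholine receptor, and Gadd45a (0.67 ± 0.12). The list had adjusted p = 0.0153, and adjusted p = 0.236 with an estimated correlation. Of 17 fast-twitch fibre genes, 8 fell and 1 rose (10 adjusted over the list alone). For this list adjusted p = 0.00527, and adjusted p = 0.439 with an estimated correlation. Tmod4 changed by -0.35 ± 0.05 and the myosin light chain Myl1 by -0.32 ± 0.06. Of 16 slow-twitch fibre genes, 2 rose and 1, the myoglobin gene Mb, fell (-0.75 ± 0.16, 3 adjusted over the list alone), and the list was not called (adjusted p = 0.154).

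Markers of other cells differed too. Of 15 endothelial markers, 10 rose and 0 fell (10 adjusted over the list alone), with Eng at 0.57 ± 0.08. There adjusted p = 1.26e-05, and adjusted p = 0.219 with an estimated correlation. Satellite cell markers rose in 4 of 11 and fell in 1 (6 adjusted over the list alone, adjusted p = 0.0205, and adjusted p = 0.219 with an estimated correlation). Smooth muscle markers rose in 4 of 11 (4 adjusted over the list alone, adjusted p = 0.0205, and adjusted p = 0.439 with an estimated correlation). The 13 hepatocyte markers had a median of -0.65 (1 called, 0 adjusted over the list alone). Their adjusted p = 0.0428, and adjusted p = 0.705 with an estimated correlation, and the call was lost without Con,SD array 1 or STZ,SD array 4. The mean difference of -0.675 was -0.255 without Con,SD array 1. Mup3, a major urinary protein gene of liver outside the list, with -1.57 ± 0.57 (adjusted p = 0.0644), and Alb, albumin, a member, with -0.86 ± 0.34 (adjusted p = 0.0856), lay near the threshold. Without single arrays they ran from -1.88 to -1.08 for Mup3 and from -1.12 to -0.63 for Alb, and the call was lost in 4 of 17 cases for Mup3 and 8 of 17 for Alb. With the hepatocyte level as a covariate Mup3 had -0.78 and Alb -0.39. The mean hepatocyte marker level was 11.8 on Con,SD array 1 and 9.87 on the next highest array.

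The largest single rises included Egln3, an oxygen-sensing prolyl hydroxylase (1.68 ± 0.33), the chemokine gene Cxcl13 (1.64 ± 0.39), Depp1 (1.55 ± 0.44) and the imprinted gene Peg3 (1.44 ± 0.21). Several were small RNAs. Snord47 rose by 2.14 ± 0.24, Snord33 by 1.67 ± 0.15, Snora74a by 1.62 ± 0.15, Snord49b by 1.44 ± 0.16 and the 5S ribosomal RNA n-R5s136 by 1.59 ± 0.11. The snoRNA levels of the STZ,SD arrays, from 7.14 to 7.35, did not overlap with those of Con,SD, from 6.55 to 6.90. Large falls beside Scd1 included Nrep (-1.98 ± 0.47), Cbr2 (-1.89 ± 0.33), Neto2 (-1.86 ± 0.35) and the muscle gene Mss51 (-1.58 ± 0.24). Some of the other largest falls were in genes of liver, among them Mup3 (-1.57 ± 0.57), given above.

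**Figure D1:**
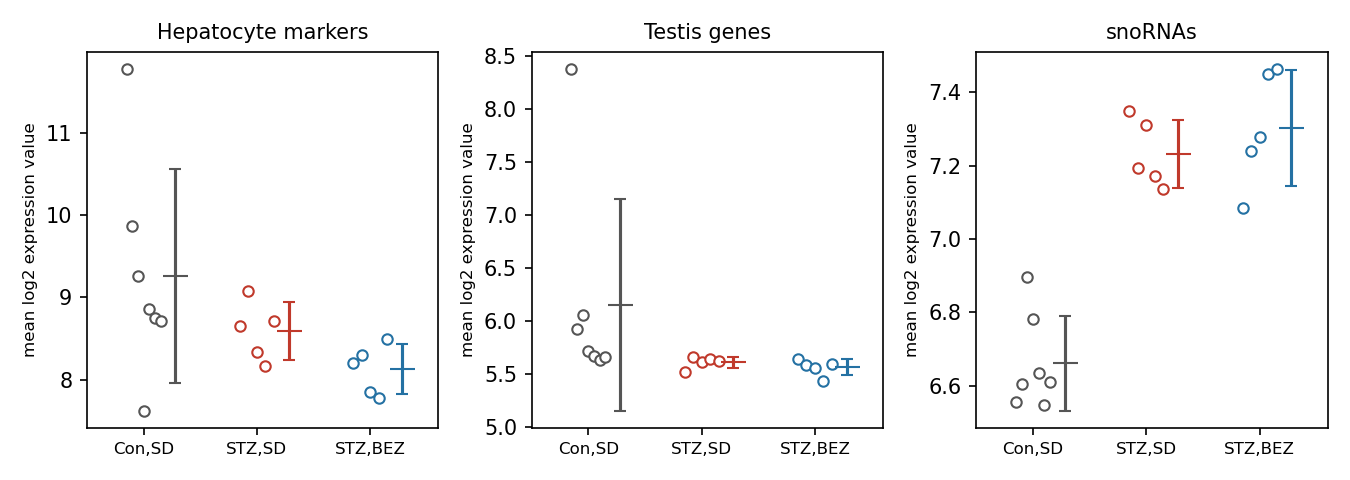
Mean log2 expression value of 13 hepatocyte markers, 16 testis genes (a list chosen after seeing the data) and 53 snoRNAs on each array (open circles), with the group mean ± SD at the right of each group. The control with the highest hepatocyte level (11.8) also had the highest testis level (8.38), and the snoRNA levels of all STZ,SD and STZ,BEZ arrays lay at or above 7.08.

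The comparison of STZ,BEZ with STZ,SD asked what bezafibrate changed in diabetic muscle. Only 4 genes were called by limma, all of them higher. Scd1 rose by 2.39 ± 0.33 (5.24-fold, adjusted p = 0.00457), Scd2 by 1.84 ± 0.21 (3.59-fold, adjusted p = 0.000732), Srebf1, the transcription factor gene of fatty acid synthesis, by 1.16 ± 0.13 (2.24-fold, adjusted p = 0.000732) and Lpcat3, a lysophospholipid acyltransferase, by 0.63 ± 0.09 (1.55-fold, adjusted p = 0.00457). Scd1 reached 12.3 ± 0.289 (SD, n = 5) in STZ,BEZ, beside 12.7 ± 0.331 (SD, n = 7) in Con,SD. Of the 19938 genes, 1134 had an unadjusted p under 0.05 (707 higher, 427 lower). Among so many tests a large number of unchanged genes pass that threshold by chance. SAM called 24 genes, 23 higher and 1 lower, among them these 4, Fasn, Cyp4a14 and Ehhadh. The count was 11 with array weights and 8 with only these groups in the fit. Of the 35 lists, 14 were called, 7 higher and 7 lower, and 0 with an estimated correlation or with fry.

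**Figure D2:**
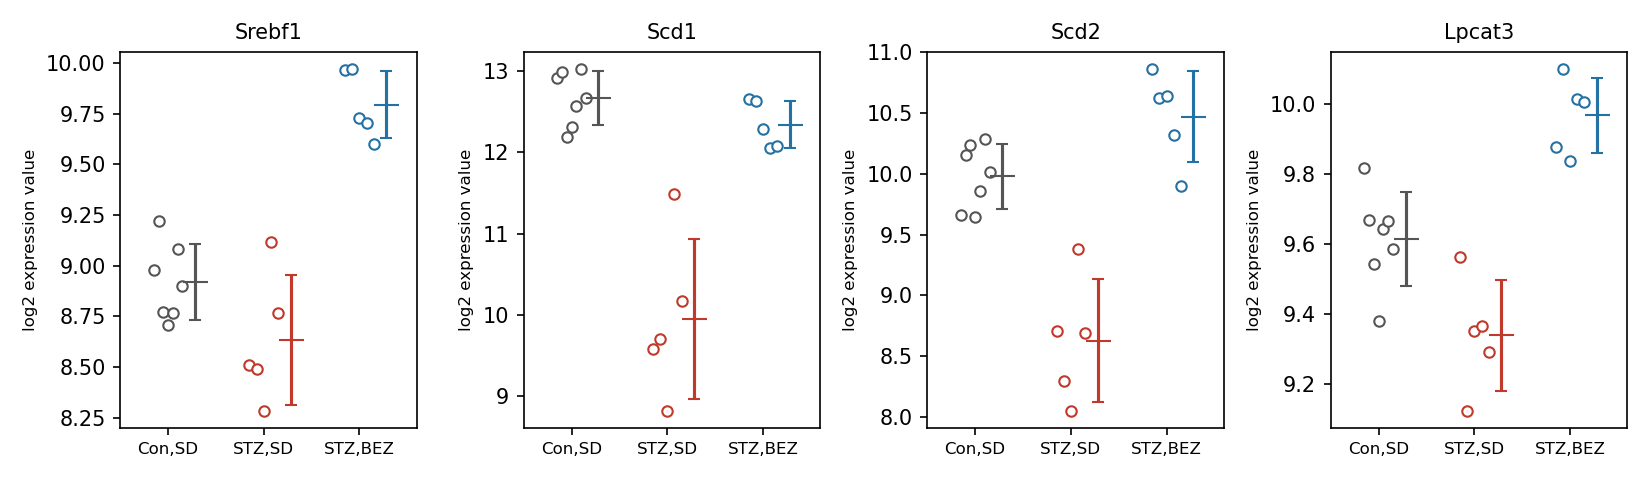
Log2 expression values of Srebf1, Scd1, Scd2 and Lpcat3 in each mouse of the 3 groups (open circles), with the group mean ± SD at the right of each group. Scd1 averaged 12.7 in Con,SD, 9.95 in STZ,SD and 12.3 in STZ,BEZ.

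Of the 36 SREBP targets 3 rose (8 adjusted over the list alone), with a median of 0.23. The list had adjusted p = 4.1e-13, and adjusted p = 0.259 with an estimated correlation. Fasn had a value of 1.35 ± 0.27 (adjusted p = 0.298), and it passed the threshold with array weights (1.42). Insig1 had a value of 0.52 ± 0.18 (adjusted p = 0.778). Of the 40 PPAR targets 0 were called (7 adjusted over the list alone), and the median was 0.11. Their adjusted p = 5.41e-07, and adjusted p = 0.313 with an estimated correlation. Members nearest the threshold were Cyp4a14 (1.91 ± 0.40, adjusted p = 0.298) and Cyp4a10 (1.12 ± 0.26), both fatty acid omega-hydroxylases, the peroxisomal enzyme gene Ehhadh (1.12 ± 0.27) and Plin2 (0.47 ± 0.13). STZ,BEZ array 5 lay far above the others for Cyp4a14 and Cyp4a10, and without it they had lower values, 1.33 and 0.77, but passed the threshold. Ehhadh passed it with the hepatocyte level as a covariate (1.27), an alternative chosen after seeing the data. STZ,BEZ array 5 also had the highest hepatocyte level of its group (8.50). Whether liver RNA on the arrays carried part of these values was not tested, since a level covariate follows only the amount of liver RNA.

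Respiratory chain genes had a median of 0.12, with 0 of 76 called and 0 adjusted over the list alone. Here adjusted p = 2.07e-14, and adjusted p = 0.259 with an estimated correlation. Uqcr11 had a value of 0.21 ± 0.07 and Ndufb8 of 0.22 ± 0.08. TCA cycle genes had a median of 0.11, with 0 of 19 called and 0 adjusted over the list alone, and Fh1 had 0.25 ± 0.10 (adjusted p = 0.796). For that list adjusted p = 6.22e-06, and adjusted p = 0.259 with an estimated correlation. Genes of glucose uptake and glycolysis had a median of 0.05 (0 of 33 called, 2 adjusted over the list alone, adjusted p = 0.00257, and adjusted p = 0.259 with an estimated correlation). Hk2, a hexokinase, had 0.37 ± 0.11. Of 29 genes of lysophosphatidylcholine metabolism 1, Lpcat3, was called (1 adjusted over the list alone). Their adjusted p = 0.0239, and adjusted p = 0.259 with an estimated correlation, and the call of the list was lost without STZ,SD array 5.

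Interferon and antigen presentation genes had a median of -0.09 (0 of 34 called, 5 adjusted over the list alone). The adjusted p = 2.35e-06, and adjusted p = 0.259 with an estimated correlation. The antiviral regulator Irf7 had -0.37 ± 0.08 (adjusted p = 0.298), and passed the threshold with array weights (-0.36), while Rsad2 had -0.55 ± 0.13 and Gbp3 -0.43 ± 0.11. Inflammatory genes had a median of -0.05 (0 of 37 called, 0 adjusted over the list alone, adjusted p = 0.0117, and adjusted p = 0.259 with an estimated correlation), with Tlr4 at -0.36 ± 0.13. Denervation genes had a median of -0.10 (0 of 19 called, 1 adjusted over the list alone, adjusted p = 0.0108, and adjusted p = 0.259 with an estimated correlation), with Chrna1 at -0.45 ± 0.14. Atrophy genes had a median of -0.10 (0 of 29 called, 0 adjusted over the list alone, adjusted p = 0.00596, and adjusted p = 0.593 with an estimated correlation), with the ubiquitin ligase gene Trim63 at -0.44 ± 0.19 (-0.23 without STZ,SD array 2). Glucocorticoid-responsive genes had a median of -0.21 (0 of 17 called, 1 adjusted over the list alone, adjusted p = 0.00596, and adjusted p = 0.722 with an estimated correlation), with Zbtb16 at -0.38 ± 0.10. The calls of the atrophy and glucocorticoid lists were both lost without STZ,SD array 2 or STZ,BEZ array 1, and the glucocorticoid median turned sign without STZ,SD array 2.

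Among markers of other cells, hepatocyte markers had a median of -0.51 (0 of 13 called, 0 adjusted over the list alone, adjusted p = 0.00596, and adjusted p = 0.732 with an estimated correlation), with Alb at -0.70 ± 0.37. Neutrophil and marrow markers had a median of -0.09 (0 of 12 called, 0 adjusted over the list alone, adjusted p = 0.00908, and adjusted p = 0.259 with an estimated correlation), and the call was lost without the 30% dimmest genes. Adipocyte markers had a median of 0.19 (0 of 14 called, 0 adjusted over the list alone, adjusted p = 0.042, and adjusted p = 0.732 with an estimated correlation), with the lipid droplet gene Cidec at 0.71 ± 0.35. The adipocyte call was lost in the same way and without STZ,SD array 2 or 4, or STZ,BEZ array 2, 4 or 5.

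None of the 24 regulators of the PPAR and PGC-1 group passed the test between the diabetic groups. Ppara had a value of 0.05 ± 0.20, Ppard of -0.06 ± 0.08, Pparg of -0.01 ± 0.16, Ppargc1a of 0.07 ± 0.07, Ppargc1b of 0.06 ± 0.09 and Tfam of 0.07 ± 0.11. In insulin signalling Irs1 had 0.19 ± 0.14, Irs2 0.11 ± 0.11, Insr -0.05 ± 0.09 and Adipor1 0.00 ± 0.05. Of the other genes, Fgf21 had 0.03 ± 0.07, Lpl 0.14 ± 0.17, Scap -0.02 ± 0.07, Srebf2 0.15 ± 0.10, Pdk4 -0.36 ± 0.17, Angptl4 -0.32 ± 0.19 and Ucp3 0.13 ± 0.17.

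Inverse regulation, a change in STZ,SD with the opposite change in STZ,BEZ, was called by limma for 3 genes, Scd1, Scd2 and Lpcat3. The number was 13 with SAM, and 5 with array weights or with only the groups compared in the fit. Lpcat3 had fallen by 0.28 ± 0.08 in STZ,SD. Independent lists of the lengths limma called would share 0.475 genes, but both comparisons use the same STZ,SD mice. Simulated unchanged groups shared 0, but they hold no changed genes to call, so this 0 decides nothing. Of 100 splits of the diabetic mice with the control mice kept, the real one included, 5 gave 3 or more opposite calls. Across genes, which are not independent replicates, the changes of both comparisons correlated at -0.332, but the STZ,SD mice they share gave -0.539 in simulated unchanged groups. The covariance was -0.00954, beside -0.00671 in the simulation. With the STZ,SD mice split between the comparisons the correlation was -0.153 (median of 10 splits, -0.21 to 0.07).

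A diabetic score placed each mouse along the axis from Con,SD (0) to STZ,SD (1), built without the mouse itself. It averaged 0.0711 ± 0.0991 (SD, n = 7) in Con,SD, 0.901 ± 0.307 (SD, n = 5) in STZ,SD and 0.756 ± 0.138 (SD, n = 5) in STZ,BEZ. STZ,BEZ differed from STZ,SD by -0.145 (two-sided exact permutation test over 252 regroupings, p = 0.357, smallest possible 0.00794). From Con,SD it differed by 0.685 (two-sided exact permutation test over 792 regroupings, p = 0.00126). Con,SD and STZ,SD mice set the axis and STZ,BEZ mice did not. The scores are therefore not fully exchangeable in these tests, and their SDs are not fully comparable between groups.

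**Figure D3:**
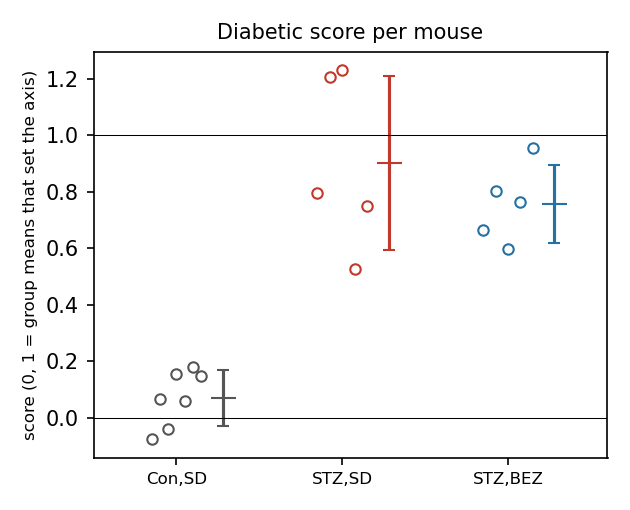
Diabetic score of each mouse (open circles), without unit, with the group mean ± SD at the right of each group. The score is 0 at the mean of the control mice and 1 at the mean of the STZ,SD mice that set the axis, and the STZ,BEZ mice lay between 0.597 and 0.955.

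The comparison of STZ,BEZ with Con,SD asked what still differed from control muscle under bezafibrate. Irs1 rose by 1.11 ± 0.13 (limma, adjusted p = 3.3e-05, 0.50 as the mean of its probe sets), Tbc1d4 by 1.11 ± 0.20, Irs2 by 0.71 ± 0.10 and Foxo3 by 0.62 ± 0.11. Fh1 fell by 0.51 ± 0.09 and the proteasome genes Psmb4 by 0.80 ± 0.11 and Psmd2 by 0.67 ± 0.08. Srebf1 was 1.84-fold higher than in control muscle (0.88 ± 0.12) and Lpcat3 1.28-fold higher (0.35 ± 0.08). In all, 4298 genes were called, 2614 higher and 1684 lower, 293 of them by at least 1.5-fold. With Con,SD arrays 1, 3 and 4 left out the split was 1569 higher and 1609 lower. Of the 35 lists, 17 were called, 10 higher and 7 lower, and 0 with an estimated correlation, and a second quantile normalization left 9.

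Of the 31 insulin and IGF genes, 17 rose and 1 fell (20 adjusted over the list alone, adjusted p = 7e-07, and adjusted p = 0.145 with an estimated correlation). Of 40 PPAR targets, 19 rose and 2 fell (24 adjusted over the list alone, adjusted p = 1.05e-06, and adjusted p = 0.463 with an estimated correlation). Cyp4a14 rose by 2.02 ± 0.37, Slc27a1 by 1.16 ± 0.18, Mlycd by 0.75 ± 0.11, Pdk4 by 0.65 ± 0.15 and Crat, the carnitine acetyltransferase, by 0.30 ± 0.05. For Cyp4a14 the value was 1.44 without STZ,BEZ array 5, and a part carried by liver RNA was not tested. Of 35 proteasome subunits, 16 fell and 1 rose (20 adjusted over the list alone, adjusted p = 5.3e-07, and adjusted p = 0.463 with an estimated correlation). Of 29 atrophy genes, 10 rose and 1 fell (16 adjusted over the list alone, adjusted p = 0.000137, and adjusted p = 0.463 with an estimated correlation). Of 17 glucocorticoid-responsive genes, 4 rose (6 adjusted over the list alone, adjusted p = 0.0165, and adjusted p = 0.731 with an estimated correlation), with Sesn1 at 0.92 ± 0.22 and Klf15 at 0.75 ± 0.18. Without STZ,BEZ array 4 or the 30% dimmest genes that list's call was lost.

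Of 19 TCA cycle genes, 8 fell and 3 rose (11 adjusted over the list alone, adjusted p = 0.0476, and adjusted p = 0.731 with an estimated correlation), with Idh3a at -0.54 ± 0.09. Of 76 respiratory chain genes, 20 fell and 7 rose (28 adjusted over the list alone, adjusted p = 0.0935, and adjusted p = 0.909 with an estimated correlation), with Ndufb7 at -0.58 ± 0.09 and Ndufs4 at -0.49 ± 0.07. The respiratory chain call was lost under median centring (adjusted p = 0.104), a second quantile normalization, array weights and the mean of probe sets, and without any of 7 single arrays, Con,SD 1, 3, 4 and 7 and STZ,BEZ 1, 2 and 5. Its median, -0.02, turned sign under a second quantile normalization and without STZ,BEZ array 5, and its direction in the test turned with Con,SD arrays 1, 3 and 4 left out. Of 33 glucose and glycolysis genes, 10 fell and 3 rose (15 adjusted over the list alone, adjusted p = 0.0319, and adjusted p = 0.496 with an estimated correlation). The TCA cycle and glucose lists lost their calls under a second quantile normalization (adjusted p = 0.156 and 0.103), the TCA cycle also without Con,SD array 1, and both with Con,SD arrays 1, 3 and 4 left out.

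The lists with weaker calls were as follows. Of 24 regulators of the PPAR and PGC-1 group, 7 rose (10 adjusted over the list alone, adjusted p = 0.0319, and adjusted p = 0.463 with an estimated correlation). Of 37 inflammatory genes, 10 rose and 1 fell (11 adjusted over the list alone, adjusted p = 0.0924, and adjusted p = 0.623 with an estimated correlation). Urea cycle and fumarate-linked genes fell in 2 of 15 (5 adjusted over the list alone, adjusted p = 0.0924, and adjusted p = 0.629 with an estimated correlation). Fast-twitch fibre genes fell in 6 of 17 (7 adjusted over the list alone, adjusted p = 0.0165, and adjusted p = 0.623 with an estimated correlation). Slow-twitch fibre genes rose in 1 of 16 (1 adjusted over the list alone, adjusted p = 0.0323, and adjusted p = 0.854 with an estimated correlation). A second quantile normalization ended these calls except that of the slow-twitch list, which was lost without Con,SD array 6, STZ,BEZ array 2 or the 30% dimmest genes. Leaving out the dimmest genes also ended the regulator and inflammatory calls, as did leaving out Con,SD arrays 1, 3 and 4. The inflammatory call was also lost with array weights, with the hepatocyte or slow fibre level as a covariate, and without Con,SD array 1 or 3 or STZ,BEZ array 1, 2 or 3. The urea cycle call was lost without STZ,BEZ array 1, with only these groups in the fit and with the hepatocyte level as a covariate. SREBP targets were not called (4 of 36 higher, 3 lower, 10 adjusted over the list alone, adjusted p = 0.879). Their median (-0.01) and mean (-0.02) lay below 0 and the direction of the test was up.

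Among markers of other cells, 10 of 15 endothelial markers rose (12 adjusted over the list alone, adjusted p = 7e-07, and adjusted p = 0.145 with an estimated correlation), with Eng at 0.52 ± 0.08. Smooth muscle markers rose in 4 of 11 (4 adjusted over the list alone, adjusted p = 0.00588, and adjusted p = 0.463 with an estimated correlation). Satellite cell markers rose in 5 of 11 (5 adjusted over the list alone, adjusted p = 0.0165, and adjusted p = 0.145 with an estimated correlation), a call that a second quantile normalization ended. Hepatocyte markers fell in 6 of 13 (12 adjusted over the list alone, adjusted p = 0.000263, and adjusted p = 0.629 with an estimated correlation), with a median of -1.28. Alb, a member, changed by -1.56 ± 0.34, and the liver genes outside the list Mup3 by -2.43 ± 0.57 and Serpina1c by -2.38 ± 0.52. With the hepatocyte level as a covariate they had -0.78 (Alb), -1.10 (Mup3) and -1.14 (Serpina1c).

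Most of the largest falls of single genes were in genes of liver, led by Mup3 (-2.43 ± 0.57) and Serpina1c (-2.38 ± 0.52). Of other genes, Mss51 fell by 1.82 ± 0.24 and Lep by 1.41 ± 0.32. Ifit3, an interferon-induced gene, fell by 0.85 ± 0.11 and the chemokine gene Cxcl10 by 0.45 ± 0.15. The call of Cxcl10 was lost without STZ,BEZ array 2 (-0.40), 4 (-0.42) or 5 (-0.44), and with the slow fibre level as a covariate (-0.29). Cish, a cytokine-induced signalling inhibitor, rose by 1.48 ± 0.34. The small RNAs Snord47 (2.15 ± 0.24), Snord33 (1.78 ± 0.15) and n-R5s136 (1.78 ± 0.11) were higher, as in STZ,SD. Both diabetic groups shared 3156 calls of the same sign against Con,SD (1951 higher, 1205 lower), where independent lists would share 364 and 200, and 1 gene had opposite signs. Simulated unchanged groups gave 0 shared calls. They hold no changed genes to call, so this cannot show how many shared calls the shared control mice bring. The changes correlated at 0.873 across genes (0.418 simulated), with a covariance of 0.0485 (0.00483 simulated). With the control mice split between the comparisons, the shared calls numbered 1214 (median of 35 splits, 850 to 1498), where independent lists would share 189.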

Values the study reported

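For skeletal muscle the study reported 4701 significantly altered genes between STZ, SD and Con, SD mice, and 34 between STZ, BEZ and STZ, SD mice.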

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

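The tests of liver, testis and other tissue transcripts in this part were chosen only after the result was seen. Among 390 groups of values tested for an array far from the others, 19 had one, and chance alone would give 19.5, so a single case carries little weight. In Con,SD array 1 stood apart for the mean level of urea cycle and fumarate-linked genes (9.82), of lysophosphatidylcholine genes (8.12) and of oxidative stress genes (10.01), all high, and of fast-twitch fibre genes (13.1), which was low. It was also far above the others for Ehhadh (8.44) and Insig1 (9.96), and below them for Tmod4 (12.98). In Con,SD array 2 was highest for Plin4 (9.85) and Pparg (8.68), array 4 was lowest for Ctsd (11.87), and array 6 was lowest for Fh1 (11.04), Pdhb (8.72) and Psmb4 (10.98). STZ,BEZ array 5 stood apart for Cyp4a14 (9.96), Cyp4a10 (8.10) and Ehhadh (9.52), all high, and for Cish (7.72), which was low. STZ,BEZ array 4 was lowest for the mean of inflammatory genes (6.56), and array 3 highest for Ppard (9.37).

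Control arrays 2 and 3 had mean hepatocyte levels of 9.87 and 9.26 and mean testis levels of 5.93 and 6.06. For both levels they lay above every array except control array 1. Control array 1 carried the most liver and testis transcripts, with mean levels of 11.8 and 8.38. All 13 hepatocyte markers were higher there than on every other control array, with a median excess of 3.04 log2 units over the mean of the others, and so were 15 of 16 testis genes, with a median excess of 2.41. Alb reached 13.8 there, Apoa1, the apolipoprotein A-I gene, 12.9 and Prm1, a sperm protamine gene, 11.6. The testis genes had been picked because they stood out on that array, so their excess was in part given by the choice. Markers of kidney (median -0.15), pancreas (-0.21), brain (0.05) and intestine (-0.07) had no such excess. These values are consistent with RNA of liver and testis on that array, and whether it entered at dissection or later was not tested.

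As a list, hepatocyte markers had been called lower in STZ,BEZ than in Con,SD (camera, adjusted p = 0.000263), but not with an estimated correlation (adjusted p = 0.629). Their mean level was 9.26 ± 1.30 (SD, n = 7) in Con,SD, 8.59 ± 0.352 (SD, n = 5) in STZ,SD and 8.13 ± 0.303 (SD, n = 5) in STZ,BEZ. With all arrays STZ,BEZ had a difference from Con,SD of -1.14 (two-sided exact permutation test over 792 regroupings, p = 0.0644, adjusted p = 0.119 over 5 such tests). Without control array 1 the difference was -0.717 (two-sided exact permutation test over 462 regroupings, p = 0.0714, adjusted p = 0.119 over the same tests). Both were short of the threshold. Without that array the list was called at the preset correlation (camera, adjusted p = 0.000382) but not with an estimated one (adjusted p = 0.607), and Alb (-1.33), Mup3 (-1.95) and Serpina1c (-1.94) passed the threshold. Neither the exact test of the mean level nor the list with an estimated correlation passed, with all arrays or without that array. Their failure therefore cannot show what that array contributed. A smaller difference of the same sign remained without it, as did the calls of these genes and of the list at the preset correlation. Whether that array was the whole cause stays open. Within groups the markers moved together, with an estimated intergene correlation of 0.92, which is consistent with liver RNA in an amount that differed from array to array. An effect of diabetes or bezafibrate on these genes in muscle stays open as untested.

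Probe sets outside the tested genes also differed between the groups. Of 12146 probe sets without a gene symbol, 2544 were called between STZ,SD and Con,SD and 2302 between STZ,BEZ and Con,SD. Of 1621 probe sets with several symbols, 682 and 562 were called.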

How the results depend on the processing

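The alternatives with a covariate, without synonym matches to another gene, or with Con,SD arrays 1, 3 and 4 left out, and the count of list calls lost per setting were chosen after seeing the data. The causes of the changes below were not tested, except that a stricter threshold or more probe sets change a count by construction. For genes called between STZ,SD and Con,SD (5142), all probe sets gave 8673 and a change of at least 1.5-fold 440. For STZ,BEZ with Con,SD (4298) these gave 7408 and 293, and an adjusted p under 0.05 gave 2795. For STZ,BEZ with STZ,SD (4) array weights gave 11, only the groups compared 8, SAM 24, the hepatocyte covariate 11, the slow fibre covariate 7 and Con,SD arrays 1, 3 and 4 left out 7. For opposite calls (3) array weights gave 5, only the groups compared 5 and SAM 13. With an estimated correlation 0 lists were called in each comparison, fry called 0 for STZ,BEZ with STZ,SD, and a second quantile normalization called 9 for STZ,BEZ with Con,SD. In the other settings run these counts stayed within 1.5 times, and the score difference stayed negative and short of the threshold. Of the lists called, 14 of 17, 8 of 14 and 6 of 17 in the 3 comparisons were called in all of the 29, 30 and 29 settings that ran camera with the preset correlation and the same threshold.

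With each array left out the counts of genes ran from 3814 to 5430 (STZ,SD with Con,SD), from 4 to 6 (STZ,BEZ with STZ,SD) and from 2998 to 4712 (STZ,BEZ with Con,SD), and the opposite calls from 3 to 4. The lists ran from 16 to 19, from 13 to 20 and from 14 to 18, and the score difference from -0.23 to -0.0461. Without control array 1, 4710 of 5430 calls of STZ,SD with Con,SD were shared with the 5142.

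The replicate numbers do not pair the mice, since correlations of same-numbered deviations ran from -0.239 to 0.083 and no array correlated best with its own number. With the replicate number as a block 4598, 5 and 3825 genes and 18, 14 and 18 lists were called, and 4 opposite calls. Under the block Pparg in STZ,SD was 0.0117. Not called under the block were Angptl4 in STZ,SD (0.456), Cxcl10 in STZ,BEZ against Con,SD (-0.328) and the list of PPAR targets in STZ,SD.

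Among the genes the text names, 2358 of 2400 values kept direction and side of the threshold for STZ,SD with Con,SD, 1206 of 1240 for STZ,BEZ with STZ,SD and 925 of 930 for STZ,BEZ with Con,SD. Over all genes the naming rule allows it was 4876 of 5095, 4688 of 4737 and 4870 of 5152, with 149, 0 and 145 losses of the threshold. Signs turned only for genes that had not passed the threshold. For STZ,SD with Con,SD the hepatocyte covariate gave 0.0137 for Ppara and 0.0378 for Pparg, and Con,SD arrays 1, 3 and 4 left out gave 0.0419 for Ppara and -0.00219 for Ppargc1a. For STZ,BEZ with STZ,SD, Pparg was 0.00386 with median centring, 0.0149 with array weights and 0.0236 with the hepatocyte covariate. Adipor1 was -0.017 with a second quantile normalization, -0.0135 with array weights, -0.00759 with the hepatocyte and -0.00114 with the adipocyte covariate. Scap was 0.00011 with the hepatocyte covariate and Ppara -0.0433 with the slow fibre covariate. With each array left out, in STZ,SD against Con,SD, Ppara ran from -0.246 to 0.0115, Pparg from -0.0652 to 0.0968 and Ucp3 from -0.223 to 0.00665. In STZ,BEZ against STZ,SD, Adipor1 ran from -0.0168 to 0.0174, Insr from -0.121 to 0.0303, Lpl from -0.0292 to 0.284, Ppara from -0.0914 to 0.166, Pparg from -0.0975 to 0.0822, Scap from -0.0548 to 0.0243, Tfam from -0.0202 to 0.17 and Ucp3 from -0.0223 to 0.207.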

Other observations

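The tests of small RNA classes and of adipocyte, liver and liver X receptor genes in this part were chosen only after the results were seen, as was the split of the diabetic mice for opposite calls, while the tests of host genes and of the other splits were planned before. SnoRNAs and other non-coding small RNAs, but not miRNA precursors as a class, were higher in both diabetic groups than in Con,SD. Of 53 snoRNAs, which guide the modification of ribosomal RNA, 37 rose and 0 fell in STZ,SD (median 0.48), and 40 rose in STZ,BEZ (median 0.56). Of 18 other small RNAs, such as Y RNA and 5S ribosomal RNA, 12 rose in each of these comparisons. The 297 miRNA precursors, with a median level of 4.82, had a median change of 0.02 in STZ,SD, with 33 higher and 11 lower, and of -0.01 in STZ,BEZ, with 27 higher and 15 lower.

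For 31 snoRNAs that lie inside 1 tested gene, the hosts had a median change of 0.0681 where their snoRNAs had 0.48. These values argue against a rise of the snoRNAs through higher levels of host RNA. Array levels also depend on RNA decay, so transcription of the host genes was not measured and stays open. In 24 of 31 pairs the snoRNA had the higher signed change (exact sign test, p = 0.00333). Snord47 rose by 2.14 while its host Gas5 had -0.33. The pairs come from the same mice, and some share a host, such as Ncl. They are not independent replicates, so the p of the sign test is descriptive only. A preparation or labelling of RNA that differed between Con,SD and both STZ groups cannot be told apart from a biological rise, because any such step is confounded with the groups. The other small RNAs, with a median of 0.43, moved about as far as the snoRNAs.

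Srebf1, Scd1, Scd2 and Lpcat3 were higher in STZ,BEZ than in STZ,SD. The tables argue against more adipocytes in the STZ,BEZ pieces as the whole cause, since with the adipocyte marker level as a covariate all 4 passed the threshold and the lowest change was 0.576. They also argue against a larger amount of liver RNA in STZ,BEZ, which would need a higher hepatocyte level there than in STZ,SD. The difference was -0.462, lower by more than the pooled SD within these groups (0.328), where a rise was needed. As a fall it was short of the threshold (two-sided exact permutation test over 252 regroupings, p = 0.0556, adjusted p = 0.119 over 5 such tests). Liver RNA that held more of these 4 transcripts under bezafibrate stays open, since the marker level follows only the amount. A hypothesis is that targets of the liver X receptors, which activate Srebf1, rise as a set. It came from Abca1 (0.91 ± 0.17, limma, adjusted p = 0.221), Abcg1 (0.43 ± 0.09), Mylip (0.45 ± 0.09), Fasn and Acaca (0.56 ± 0.13), chosen after their values were seen. SAM called all of these, and limma none. In 9 receptor targets that had not prompted the hypothesis the median was 0.03, with 5 above 0. Some of the 9 were dim, with a mean level as low as 5.33, below every array median. Some were imprecise, with an SE as large as 0.55, so the set could miss a rise. For that set limma's fry gave p = 0.586 and a two-sided exact permutation test of the mean level over 252 regroupings gave p = 0.484, so the hypothesis stays open.

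Other splits of the mice show for which counts chance can be excluded. Of 100 splits of the STZ,SD and Con,SD mice, 1 (the real one) gave 5142 genes or more, and the highest other gave 1849. For STZ,BEZ with Con,SD it was 1 of 100 (4298 genes, highest other 1446), so chance can be excluded for these counts. For STZ,BEZ with STZ,SD, 5 of 100 splits called 4 genes or more (highest other 561). For opposite calls (3 genes), the diabetic mice were split with the control mice kept. Of these 100 splits, the real one included, 5 gave as many or more (highest other 443). Chance can be excluded for neither count, and splits that call so many genes point to a structure of the samples, for which no test was run. A regrouping of all 17 mice gave 1 of 100 for opposite calls (highest other 0), but it mixes control with diabetic mice and says nothing about bezafibrate. For the lists of STZ,SD with Con,SD, 21 of 100 splits called 17 or more (highest other 25). For those of STZ,BEZ with STZ,SD, 38 of 100 called 14 or more (highest other 22), and for those of STZ,BEZ with Con,SD, 9 of 100 called 17 or more (highest other 21). Chance can be excluded for none of these counts of lists.

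The count of genes between STZ,BEZ and STZ,SD was 4 with limma and 24 with SAM. Both are lower than the value quoted from the study above. Between STZ,SD and Con,SD it was 5142 with limma and 5749 with SAM, and both are higher than the value quoted for that comparison. Other limma settings went both ways. Median centring (4956) lay above the quoted value. Only the groups compared in the fit (4355), the replicate block (4598) and leaving out STZ,SD array 3 (3814) lay below it.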
